A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Dynamic sumoylation of promoter-bound general transcription factors facilitates transcription by RNA polymerase II" (2021).

How the data were processed

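Chromatin immunoprecipitation of RNA polymerase II (RNAPII) followed by paired-end sequencing was performed in budding yeast grown at 30 °C. The strains carried HA-tagged Tfg1, the large subunit of the general transcription factor TFIIF, either with its normal sequence (Tfg1-HA) or with lysines 60 and 61 changed to arginine (Tfg1-K60,61R-HA), which impairs attachment of the small protein modifier SUMO to Tfg1. According to the study the second strain also carries an unintended missense substitution elsewhere in Tfg1. The authors judge it unlikely to alter the function or sumoylation of Tfg1. No strain with the lysine changes alone was compared here, so a difference between the strains cannot be assigned to the lysines alone. Each strain was represented by 2 RNAPII immunoprecipitation (IP) libraries and 2 libraries of input chromatin, or 8 libraries in 4 groups.

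The authors trimmed the reads with TrimGalore, aligned them with Bowtie2 to the sacCer3 genome, and called broad regions with MACS in each IP library separately, with input as background, so replicates were not pooled. They deposited 1 peak list per IP library. Each row gives a start and an end, a fold ratio, a p-value and a q-value. The deposited fold ratio of a peak is the authors' own value, the enrichment of the IP over the input-derived background averaged over the region. It was used here to describe, rank or filter peaks within a list and to approximate effective depth. Its mean per list, weighted by length, was also set side by side between lists. The deposited p-values and q-values are on a −log10 scale, and the smallest −log10 q-value in the deposited lists was 1.05. The lists hold no read counts. The differential binding test of the study, which needs reads over open reading frames (ORFs), was therefore not run, the depth reached by each library cannot be read from them, and RNAPII density at a gene was not measured. A peak list records where signal passed the threshold of the caller, so a gene whose signal falls but stays above that threshold remains occupied.

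Groups and replicate numbers were taken from the sample labels, and each list was assigned to the sample whose description names it. The names under which the lists were deposited, and those they carry inside, point to another assignment. The lists labelled Tfg1-HA replicate 1 and Tfg1-K60,61R-HA replicate 1 name their peaks with the gene in upper case. The other 2 lists use lower case, which in yeast is the convention for a mutant allele. The study writes the genotypes of its strains in this way, with TFG1 for Tfg1-HA and tfg1 for the strain with the lysine changes. The deposited names of the lists follow the same case, and those of the 2 lower-case lists add the letter m to the gene. If the case marked the genotype, the lists labelled Tfg1-K60,61R-HA replicate 1 and Tfg1-HA replicate 2 would change places, and Tfg1-HA replicate 1 and Tfg1-K60,61R-HA replicate 2 would keep their genotype. The names also carry a number, which is shared by the 2 lists of each labelled genotype. If the case marked the genotype, that number could be the replicate, and the labelled comparison would then be one between replicates. No read data were used here that could settle this. The labels were kept, and every direction below is a direction between lists as labelled. The deposited list of Tfg1-K60,61R-HA replicate 1 held 1992 rows, of which 894 repeated every cell of the 894 rows of Tfg1-K60,61R-HA replicate 2 and formed a second numbered series of names. These rows were removed, leaving 1098.

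Coordinates were compared with the R64 reference, the same build as sacCer3, and no peak ended past a chromosome end. ORFs were the 6002 nuclear protein-coding genes of the R64 annotation, each taken from the first to the last base of its coding sequence. Of these, 137 encode cytosolic ribosomal proteins (RPGs, by gene symbol) and 5865 do not (non-RPGs). An ORF was called occupied in a list when at least 50% of its length lay under peaks. Peaks were called shared at an overlap of at least 1 bp. The Jaccard index of a pair of lists is the length covered in both divided by the length covered in either. The fold of an ORF is the mean of the authors' fold over the peaks on it, weighted by overlap, and was turned into a percentile within each list before lists were set side by side.

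Values per list were compared by a two-sided exact permutation test. With 2 lists against 2 the smallest p-value it allows is 0.333, so no difference between the groups could pass 0.05 by this test. Counts of ORFs were set against the same counts for the other 2 ways to split the 4 lists 2 against 2. Retention of RPGs and non-RPGs was compared by a two-sided Fisher's exact test over ORFs, which are not replicates, so that this p-value describes these libraries only. Shares are given with 95% Wilson intervals, which cover counting error only. Effective depth was approximated from peaks with a fold of at least 3, as the background pileup at which a Poisson tail gives the deposited p-value at the deposited fold. MACS may scale the IP and the input to each other, and both columns are averages over a region, so the value serves only as a relative guide. The calculations were tested on simulated lists over 5805 ORFs, where 200 of 200 ORFs planted in 1 group and 40 of 40 planted in the other were recovered, and on simulated Poisson tails, where the implied pileup was within 0.389% of the value used. The simulated tails had no scaling and no averaging over regions, so this error does not apply to the deposited values.

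The ORFs with the widest gaps in fold rank were named after their values were seen. The other genes named below follow a rule set before the data were examined. They are a list of genes fixed by name, drawn from those that the study discusses for RNAPII occupancy in these 2 strains or uses for its qPCR, together with TFG1; for each direction, the 5 ORFs occupied in both lists of 1 genotype and neither of the other with the highest mean fold percentile; and the 3 peaks of highest fold in each list. Alternatives set before the data were examined were a −log10 q-value of at least 2, a fold of at least 2, an equal number of peaks per list (894, by fold), removal of peaks at tRNA genes, rDNA, Ty or LTR elements and telomeres, occupancy at any overlap or at 80% of the ORF, a reciprocal overlap of 50%, non-RPGs matched to RPGs on decile of fold rank (10000 random lists), omission of each library, a replicate block, and the 2 other splits of the lists. Keeping the repeated rows was chosen after seeing the data, as were the coverage profile along ORFs and the comparison of fold ranks, which was repeated over peaks whose widths in the 4 lists differed by a factor of at most 1.5, with ORFs under the same peaks counted once. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.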

Results

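To examine how impaired Tfg1 sumoylation relates to RNAPII on chromatin, RNAPII peak lists from 2 Tfg1-HA and 2 Tfg1-K60,61R-HA libraries were compared. The lists labelled Tfg1-HA held 1257 peaks in replicate 1 and 1171 in replicate 2. The lists labelled Tfg1-K60,61R-HA held 1098 and 894 peaks. Median peak width ranged from 1100 to 1204 bp. Peaks were found on the 16 nuclear chromosomes. The lists do not give the read depth of the 4 libraries.

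The first comparison asked whether the Tfg1-K60,61R-HA lists cover less of the genome. Peak number was 1214 ± 60.8 (SD, n = 2) for Tfg1-HA and 996 ± 144 (SD, n = 2) for Tfg1-K60,61R-HA, a difference of -218 peaks (exact permutation p = 0.333, the smallest that 2 against 2 allows). Both Tfg1-HA lists were longer than both Tfg1-K60,61R-HA lists, and the difference was larger than either SD. The alternative that moved this result most was keeping the repeated rows of Tfg1-K60,61R-HA replicate 1, which turned the difference to 229 peaks. Length under peaks was 2021 ± 210 kb (SD, n = 2) for Tfg1-HA and 1616 ± 400 kb (SD, n = 2) for Tfg1-K60,61R-HA. These groups overlapped (exact permutation p = 0.667), since the Tfg1-K60,61R-HA replicate 1 list covered 1899 kb and the Tfg1-HA replicate 2 list 1872 kb. Without Tfg1-K60,61R-HA replicate 2, the difference in length fell from -404.6 to -121.9 kb and that in peak number from -218 to -116. Mean fold weighted by length was 2.57 ± 0.0288 (SD, n = 2) in the Tfg1-HA lists and 2.39 ± 0.1002 (SD, n = 2) in the Tfg1-K60,61R-HA lists. Split by the case of the names inside the lists, the difference in peak number (lower case minus upper case) was -145, within the SD of 196 between the lower-case lists. On covered length the same split gave a difference of -431.5 kb with no overlap between its groups (exact permutation p = 0.333). This order also depended on the peaks used. With a fold of at least 2, and with peaks at repeats left out, the labelled groups did not overlap in covered length (exact permutation p = 0.333 in both cases).

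**Figure D1:**
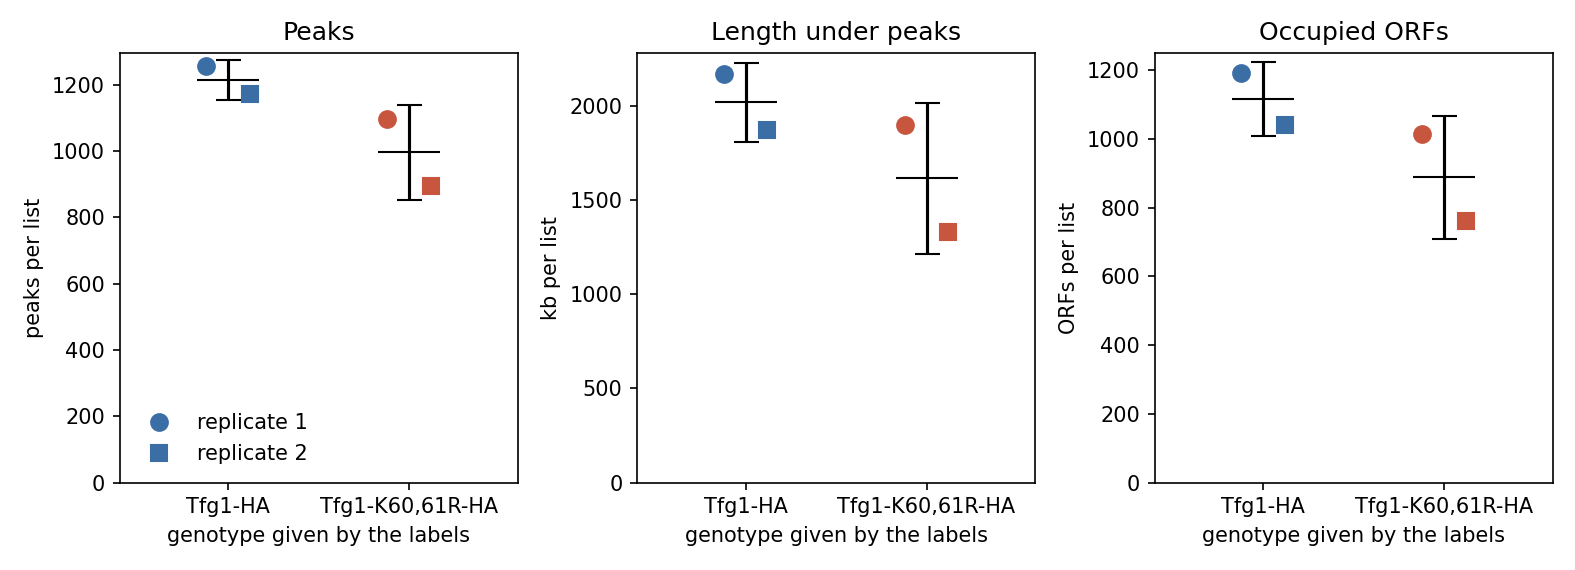
Number of peaks, length under peaks in kb and number of occupied ORFs in each of the 4 lists, by labelled genotype. Circles are replicate 1 and squares replicate 2, with the mean (long horizontal line) and SD (error bar, n = 2); for peaks and ORFs both Tfg1-HA lists lie above both Tfg1-K60,61R-HA lists, and for length the groups overlap.

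Because the study measured RNAPII over ORFs, occupied ORFs were counted next. In the Tfg1-HA lists 1193 and 1041 ORFs were occupied, and in the Tfg1-K60,61R-HA lists 1015 and 762. The means were 1117 ± 107 (SD, n = 2) and 888.5 ± 179 (SD, n = 2), a difference of -228.5 ORFs (exact permutation p = 0.333). Without Tfg1-K60,61R-HA replicate 2 the difference was -102 ORFs. With an equal number of peaks from each list it was -141.5 ORFs and the groups overlapped (exact permutation p = 0.667), and they also overlapped with the repeated rows kept (-199 ORFs, exact permutation p = 0.667). Of the 6002 ORFs, 1369 were occupied in at least 1 list and 651 in all 4.

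As labelled, 104 ORFs were occupied in both Tfg1-HA lists and neither Tfg1-K60,61R-HA list, and 9 ORFs showed the opposite pattern. The split by the case of the list names gave 59 ORFs in both upper-case lists only and 7 in both lower-case lists only. The remaining split gave 10 and 8. The count of 104 was thus the highest of the 3 splits, and the 9 differed little from 7 and 8. The labelled split also sets the lists with the most occupied ORFs (1193 and 1041) against those with the fewest (1015 and 762). List size alone therefore favours a high count in this split. With an equal number of peaks per list the 104 became 74, and the other splits were not counted in that way. Counts with 1 list left out ranged from 132 to 278 for the first set and from 10 to 77 for the second.

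Among the ORFs found only in the Tfg1-HA lists, those of highest fold percentile were MPE1 (YKL059C, chromosome XI, 328118 to 329443), AGE1 (YDR524C, chromosome IV, 1487542 to 1488990), YBL071C-B (chromosome II, 89458 to 89556), SHB17 (YKR043C, chromosome XI, 520897 to 521712) and MTR2 (YKL186C, chromosome XI, 92744 to 93298). Each is a single coding exon on the minus strand. MTR2 was covered over 100% of its length in both Tfg1-HA lists and 0% in both Tfg1-K60,61R-HA lists. MPE1 lay close to the limit, with 74.4% and 59.1% of its length covered in the Tfg1-HA lists and 48.1% and 0% in the Tfg1-K60,61R-HA lists. YBL071C-B did too, with 44.4% in Tfg1-K60,61R-HA replicate 1. The percentile was averaged over all lists with a peak on the ORF, and each fold is that of a whole peak. AGE1 had the fold of API2, which was covered over 100% of its length in all 4 lists. YBL071C-B had the fold of RPS8A in the Tfg1-HA lists. The fold at MPE1 was 7.14 and 6.89 in the Tfg1-HA lists and 10.9 in Tfg1-K60,61R-HA replicate 1. In the opposite direction the ORFs were YBR072C-A (chromosome II, 382860 to 383021), CDC55 (YGL190C, chromosome VII, 145809 to 147389), DDR2 (YOL052C-A, chromosome XV, 231570 to 231755), PET20 (YPL159C, chromosome XVI, 250907 to 251668) and HXT4 (YHR092C, chromosome VIII, 287081 to 288811). YBR072C-A and CDC55 lay close to the limit, with 48.8% and 43.6% of their length covered in Tfg1-HA replicate 1. PET20 was covered over 100% of its length in both Tfg1-K60,61R-HA lists and 0% in both Tfg1-HA lists.

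Whether lists of 1 genotype resemble each other more than lists of different genotypes was tested by overlap. The Jaccard index was 0.740 for the Tfg1-HA pair and 0.609 for the Tfg1-K60,61R-HA pair. The 4 pairs across genotypes ranged from 0.575 to 0.714. The mean within groups exceeded the mean between groups by 0.0397, less than the SD of 0.0625 among the between-group pairs, so lists of 1 genotype could not be told from lists of different genotypes by this measure. The sign depended on single lists, with -0.0358 without Tfg1-HA replicate 2 and 0.155 without Tfg1-K60,61R-HA replicate 1. Of the peaks of Tfg1-K60,61R-HA replicate 2, 95.6% overlapped a peak of Tfg1-HA replicate 1, whereas 62.3% of the latter overlapped a peak of the former. The Jaccard index also has a ceiling set by the lengths of the 2 lists. Tfg1-K60,61R-HA replicate 2 covered the least, 1334 kb, which holds down its index within and between groups alike. A resemblance by genotype could therefore be missed by this index.

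**Figure D2:**
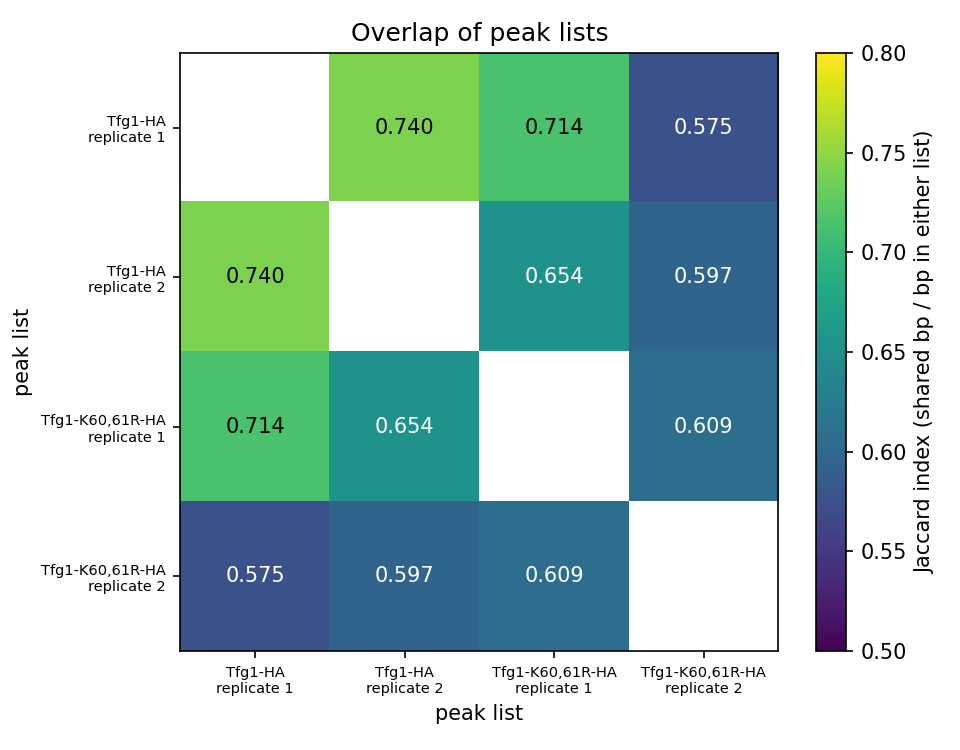
Jaccard index (length covered in both lists over length covered in either) for each pair of the 4 lists; the diagonal is left blank and the colour scale runs from 0.5 to 0.8. The highest value, 0.740, is that of the Tfg1-HA pair, and the 3 pairs with Tfg1-K60,61R-HA replicate 2 have the lowest values, from 0.575 to 0.609.

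RPGs were compared with non-RPGs, since the study treats these classes separately. Of the 957 ORFs occupied in both Tfg1-HA lists, 136 of 137 RPGs were also occupied in both Tfg1-K60,61R-HA lists (99.3%, Wilson interval 96.0% to 99.9%), and 515 of 820 non-RPGs (62.8%, 59.4% to 66.0%). The difference was 36.5 percentage points (Fisher's exact test over ORFs, p = 9.57e-24). Non-RPGs matched to the RPGs on decile of fold rank were retained at 81.7% on average, and none of the 10000 matched lists reached the RPG share (permutation p = 0.0001, the smallest they can give). The direction depended on the peak threshold. With peaks of a fold of at least 2, 60 of 129 RPGs (46.5%) and 196 of 345 non-RPGs (56.8%) were retained, a difference of -10.3 points (Fisher's exact test, p = 0.0495). Without Tfg1-K60,61R-HA replicate 2 the difference was 16.1 points. It was not particular to the labelled genotypes, since the same calculation gave 34.1 points for the split by the case of the list names and 25.6 points for the remaining split. Retention of non-RPGs rose with fold rank in the Tfg1-HA lists, from 24.5% in the lowest of 5 equal groups to 92.0% in the highest.

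**Figure D3:**
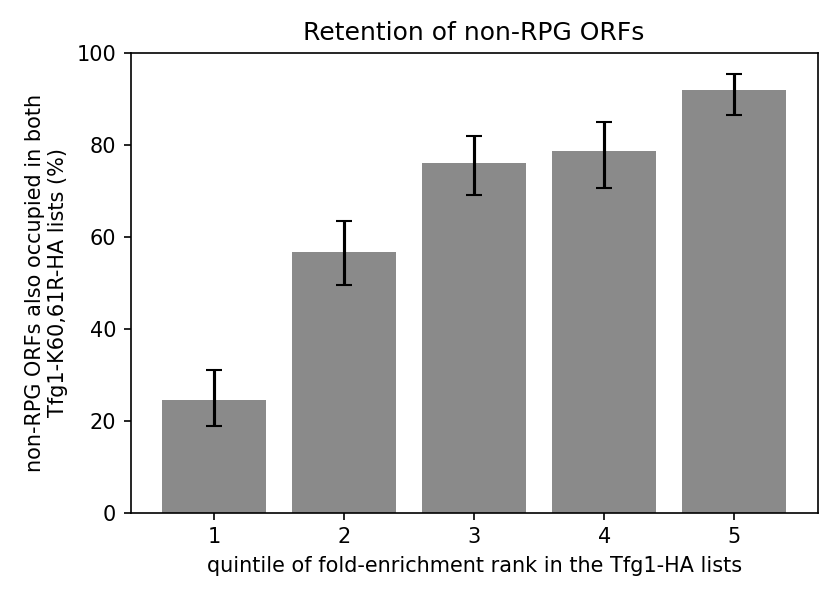
Share of non-RPG ORFs occupied in both Tfg1-HA lists that were also occupied in both Tfg1-K60,61R-HA lists (vertical axis, %), by quintile of fold-enrichment rank in the Tfg1-HA lists (horizontal axis, 1 lowest); bars are shares and error bars 95% Wilson intervals. The share is 24.5% in quintile 1 and 92.0% in quintile 5.

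Of the genes chosen from the study, TDH3, PGK1, ENO1, ALD6, ACT1, TDH1, PDC1, CDC19 (also called PYK1) and RPS20 were covered over 100% of their length in all 4 lists. YHB1 was covered over 100% in 3 lists and 96.5% in Tfg1-K60,61R-HA replicate 1. LYS1 (chromosome IX, 419615 to 420736) was covered over at most 9.45% of its length and LYS2 (chromosome II, 469748 to 473926) over at most 2.13%, so neither was occupied in any list and a change in RNAPII on them was not detectable here. TFG1 (YGR186W, chromosome VII, 867774 to 869981) had no peak over its ORF in any list. Peak lists carry no sequence, so they cannot show which TFG1 allele a library came from. ALD6 (YPL061W, chromosome XVI, 432588 to 434090) stood at the 49.8th and 17.4th percentile of fold in the Tfg1-HA lists and at the 83.3rd and 83.2nd in the Tfg1-K60,61R-HA lists. The peak over TDH3 (YGR192C, chromosome VII, 882812 to 883810) ran from 876296 to 884639 in Tfg1-HA replicate 1 and from 876289 to 884747 in replicate 2, and was narrower in the Tfg1-K60,61R-HA lists, from 879767 to 884101 and from 881851 to 884749. A fold averaged over regions of such different width is not comparable between lists at this gene.

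**Figure D4:**
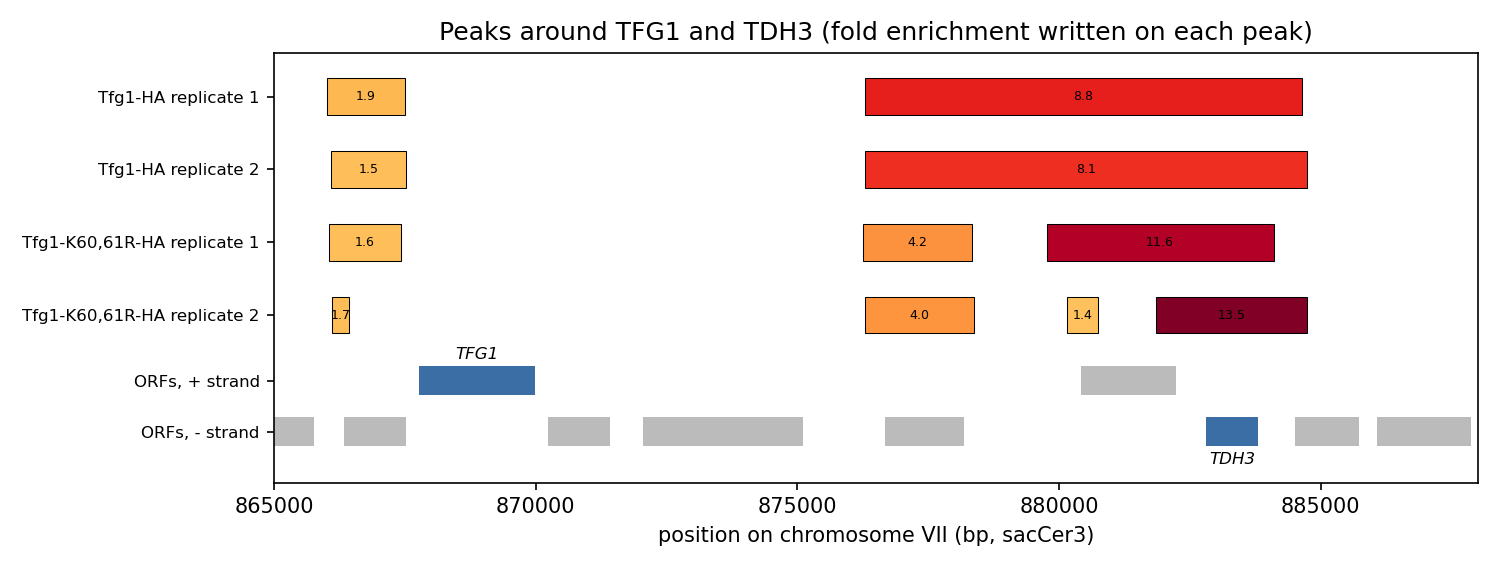
Peaks (bars) in the 4 lists over chromosome VII from 865000 to 888000 bp (sacCer3), with the authors' fold enrichment written on each bar and shown by its colour, and ORFs on each strand below. TFG1 has no peak over its ORF in any list, and TDH3 lies under a peak in all 4.

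The peak of highest fold in all 4 lists covered SED1 (YDR077W, chromosome IV, 600793 to 601809). TDH2 lay under the second peak of both Tfg1-HA lists. The second peak of Tfg1-K60,61R-HA replicate 1 covered ZRT1 (YGL255W, chromosome VII, 20978 to 22108), and that of replicate 2 covered TDH3. ENO1 lay under the third peak of Tfg1-HA replicate 1 and of Tfg1-K60,61R-HA replicate 1, CDC19 under that of Tfg1-HA replicate 2, and PDC1 under that of Tfg1-K60,61R-HA replicate 2.

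Peak coverage along ORFs was examined over the 1369 ORFs occupied in at least 1 list, a comparison chosen after seeing the data. Coverage of the first 10% of ORF length minus that of the last 10% was -8.66 and -8.63 percentage points in the Tfg1-HA lists and -19.1 and -15.3 in the Tfg1-K60,61R-HA lists. The means were -8.65 ± 0.0188 (SD, n = 2) and -17.2 ± 2.68 (SD, n = 2), a difference of -8.54 points (exact permutation p = 0.333). With peaks of a fold of at least 2 the difference was -0.517 points.

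**Figure D5:**
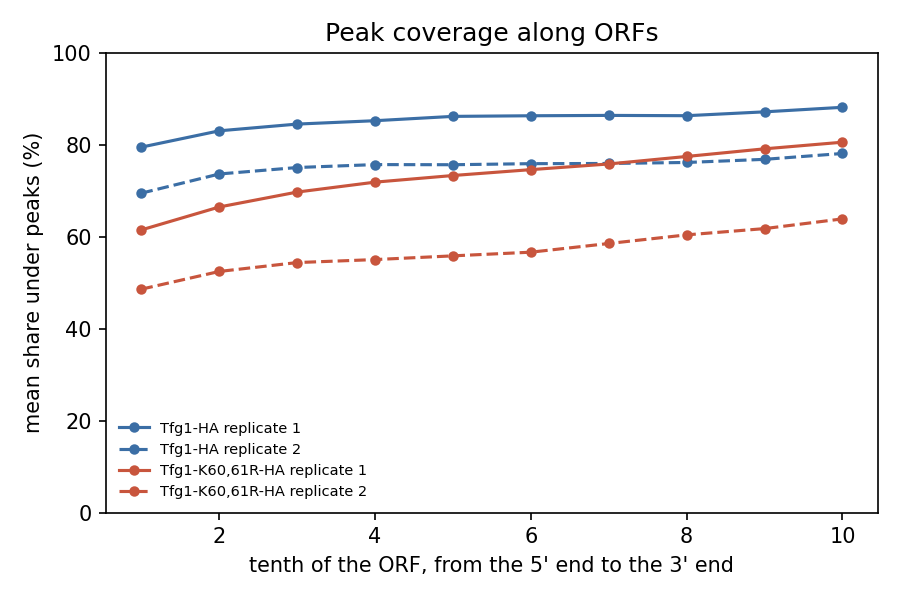
Mean share of ORF length under peaks (vertical axis, %) in each 10% step of the ORF from the 5′ end (1) to the 3′ end (10), over 1369 ORFs; each line is 1 list, blue for Tfg1-HA and red for Tfg1-K60,61R-HA, solid for replicate 1 and dashed for replicate 2. Coverage rises from 61.5% to 80.6% in Tfg1-K60,61R-HA replicate 1 and from 79.5% to 88.2% in Tfg1-HA replicate 1.

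As a background, tRNA genes, which RNA polymerase III transcribes, were counted under peaks. Of 275 nuclear tRNA genes, 51 and 39 touched a peak in the Tfg1-HA lists and 46 and 33 in the Tfg1-K60,61R-HA lists. Shifting the peaks at random along their chromosomes 1000 times gave means of 52.1, 45.2, 45.5 and 32.7 for Tfg1-HA replicates 1 and 2 and Tfg1-K60,61R-HA replicates 1 and 2, and no list differed from its shifted lists (two-sided permutation p from 0.331 to 1, Benjamini-Hochberg adjusted 1 in all 4 lists).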

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

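With the lists grouped by label, the differences in peak number, covered length and occupied ORFs kept their direction under the thresholds, filters and omissions set before the data were examined. Taking an equal number of peaks fixes peak number, so it gave no value for it. With 2 lists against 2 the exact permutation test cannot give a p-value below 0.333, so none of this bears on significance. In the crossed split, where the order of subtraction is arbitrary, the differences were -59 peaks, -134.0 kb and -50.5 ORFs. With the repeated rows kept, an alternative chosen after seeing the data, the difference in peak number was 229 because those rows were counted in both lists, while covered length and occupied ORFs kept their direction. Leaving out each list gave differences of -320 to -116 peaks.

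The 104 ORFs occupied only in the Tfg1-HA lists became 166 at any overlap, 59 in the split by list names and 10 in the crossed split, and ranged from 132 to 278 across the 4 comparisons that each left out 1 list, where fewer lists must agree. The 9 ORFs of the opposite pattern became 2 at a fold of at least 2, 14 with peaks at repeats left out and 24 with repeated rows kept, and ranged from 10 to 77 with 1 list left out.

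The Jaccard index within minus between groups became 0.115 at a fold of at least 2 and -0.0507 in the crossed split, and ranged from -0.0358 to 0.155 with 1 list left out. The same difference for shared peaks, 2.79 percentage points, became 8.80 at a fold of at least 2, -0.229 in the split by list names and -2.56 in the crossed split, and ranged from -0.889 to 9.15 with 1 list left out. The cause was not tested.

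Retention of RPGs minus non-RPGs reversed to -10.3 points at a fold of at least 2, and ranged from 16.1 to 46.4 with 1 list left out. Without that filter 136 of the 137 RPGs were occupied in all 4 lists. The RPGs lost at the filter thus mostly lay under peaks of a fold below 2, not outside peaks. In fold rank, 83 of 136 RPGs were lower in both Tfg1-K60,61R-HA lists and 5 were higher. Higher retention therefore does not mean that the fold of RPGs was kept. Why it fell was not tested. Under the other thresholds, filters and overlap rules, and against matched non-RPGs, the retention difference stayed positive, with Fisher's exact or, for the matched lists, a permutation p-value below 0.05. The 2 other splits gave 34.1 and 25.6 points, so a difference of this kind arose also when the labelled genotypes were mixed.

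The unplanned measures moved too. At a fold of at least 2 the difference between the first and last 10% of ORFs was -0.517 over all occupied ORFs and -0.773 over ORFs occupied in all 4 lists. In the split by list names these were 1.91 and -3.25 points, and the RPG rank change was 4.45 percentile points; in the crossed split the values were 1.88, 0.168 and -0.960. With 1 list left out the difference between the first and last 10% of ORFs ranged from -10.5 to -6.60 points, and the RPG rank change from -11.5 to -4.72 percentile points.

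The replicate block gave the same mean difference of -218 peaks, with a sign-flip permutation p of 0.5, the smallest that 2 pairs allow. Deviations of same-numbered lists were positively correlated, at 0.123 for coverage over 2386 ORFs touched in at least 1 list and at 0.343 for fold rank over 651 ORFs. With 2 numbers, and no label that gives them a shared batch or day, this does not establish pairing, and it was not used. In these lists the replicate number also follows the case of the list names, so 1 of the 2 other splits is both. The number in the list names follows the labelled genotype. Of 133 alternative values in all, 12 changed sign, 25 moved beyond their limit and 96 were counted as unchanged. The 96 include covered length without Tfg1-K60,61R-HA replicate 2, which went from -404.6 to -121.9 kb. They also include the replicate-block means, which equal the main values by construction. The tally is therefore not a measure of stability. Read depth, which the lists do not give, limits every comparison of peak number.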

Other observations

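The comparison of RPGs with non-RPGs matched on fold was planned before the data were examined. So were the values of peak number, covered length, occupied ORFs and retention under the peak filters and the 2 other splits. The other tests in this part were chosen after the related values had been seen.

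The lists labelled Tfg1-K60,61R-HA held fewer peaks. Lower sequencing depth is a possible explanation. For Tfg1-K60,61R-HA replicate 1 the background pileup implied by fold and p-value was 1.62 times the Tfg1-HA mean, where lower depth would give less. Its interquartile range was 224 to 257, against 137 to 154 in Tfg1-HA replicate 1. This does not exclude lower depth, because MACS may scale the IP and the input to each other and both columns are averages over regions. For replicate 2 the implied pileup was 0.811 times that mean, as lower depth would give, and this list had the fewest peaks. How many peaks that would remove was not tested. A mislabelled pair of lists cannot be told apart from the labelled design by peak number, because the split by list names also gave fewer peaks in the lower-case group (-145) with a spread that covers it. Other measures pointed both ways. On covered length the split by list names gave -431.5 kb without overlap while the labelled groups overlapped, but the labelled groups did not overlap with a fold of at least 2 (-300.7 kb) or with peaks at repeats left out (-345.6 kb). On occupied ORFs the labelled groups did not overlap and the groups by list names did (-202.5 ORFs). An effect of the Tfg1 mutations remains open.

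Most of the 104 ORFs occupied only in the Tfg1-HA lists had weak peaks. Of these, 92 (88.5%, Wilson interval 80.9% to 93.3%) lay below the median fold rank of the ORFs occupied in both Tfg1-HA lists. This is consistent with signal near the calling threshold. An even reduction of RNAPII over all genes would also remove weak peaks first, and the test does not separate these.

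RPGs were retained more often than non-RPGs in the Tfg1-K60,61R-HA lists. Non-RPGs matched on fold were retained at 81.7%, against 99.3% of RPGs. This cannot decide whether higher signal of RPGs is the whole explanation, because ORFs under 1 broad peak share its fold. PPH21, for instance, had the fold of RPL35B in both Tfg1-HA lists (2.16 and 2.41). In Tfg1-K60,61R-HA replicate 2, PPH21 was covered over 0% of its length and RPL35B over 100%. The matched comparison was run on the peaks as deposited. Without matching, the difference between RPGs and non-RPGs reversed to -10.3 points at a fold of at least 2, and stayed positive under the other peak filters (38.6 points at a −log10 q-value of at least 2, 32.3 with an equal number of peaks and 34.2 with peaks at repeats left out). The difference was not particular to the labelled genotypes, since the 2 other splits gave 34.1 and 25.6 points.

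Fold ranks of the 651 ORFs occupied in all 4 lists separated the lists by labelled genotype at 343 ORFs (52.7%), by list names at 178 (27.3%) and by the crossed split at 117 (18.0%). Chance gives 33.3% for each split. As labelled, 83 of 136 RPGs ranked lower in both Tfg1-K60,61R-HA lists than in both Tfg1-HA lists and 5 ranked higher, and the median change of RPGs was -7.76 percentile points. It was -4.72 without Tfg1-HA replicate 2, -5.01 without Tfg1-K60,61R-HA replicate 1 and -11.5 without Tfg1-HA replicate 1. The ORFs with the widest gap upward were ALD6 (56.5 percentile points), RTC3 (33.2), SSA2 (27.6) and HSC82 (24.3), named after their values were seen. In the split by list names, VEL1 and MNT2 on chromosome VII, which share a peak, had a gap of 65.7 points. Fold is an average over a peak, and at 217 of the 651 ORFs the widest peak of the 4 lists was over 1.5 times as wide as the narrowest. Peaks of different width as the whole explanation are argued against by the 313 sets of peaks of similar width, where the labelled split separated 52.4% (Wilson interval 46.9% to 57.9%), the split by list names 22.7% and the crossed split 19.5%. The gaps of single ORFs given above were not corrected for width. The growth state of the cultures could give such a pattern, with RPGs moving together, but it cannot be told apart from an effect of the mutations because each genotype comes from its own cultures. If the case of the list names marked the genotype, the labelled split could be one between replicates or batches, and this separation, like the 104 ORFs found only in the lists labelled Tfg1-HA, would then not concern the genotype. This stays open. The greater separation by label bears on the list names only as a description, and does not establish which assignment is right.

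Peaks covered the first 10% of ORF length less, relative to the last 10%, in both Tfg1-K60,61R-HA lists. ORFs with no peak in some lists might produce this, but over the 651 ORFs occupied in all 4 lists the difference was -7.61 points, with -1.84 and -5.26 in the Tfg1-HA lists and -9.62 and -12.7 in the Tfg1-K60,61R-HA lists. The pattern depended on the peak filter. Over ORFs occupied in all 4 lists it was -0.773 points at a fold of at least 2. It was -7.27 at a −log10 q-value of at least 2, -6.64 with an equal number of peaks and -7.62 with peaks at repeats left out. Differences in fragment length or peak merging between libraries were not tested and stay open, as do an effect of the mutations and, by the list names, a difference between replicates.

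Ty elements, of which the annotation holds 50, touched a peak in 44 cases in both Tfg1-HA lists and Tfg1-K60,61R-HA replicate 1, and in 23 cases in Tfg1-K60,61R-HA replicate 2. Reads from Ty copies map to many places, and no biological explanation was tested.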
